A study of Pleurotus ostreatus with 32 samples.

How the data were processed

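Gene expression was measured by RNA sequencing in the dikaryotic strain N001 of the oyster mushroom Pleurotus ostreatus, a wood-decaying fungus that forms cap-and-stipe fruiting bodies; a dikaryon carries a pair of unlike nuclei in each cell. Per the labels' protocols, the fungus fruited on bagged spawn at 18 to 19 °C and 80 to 85% relative humidity with 8 h of light and 16 h of dark, and tissue of 3 to 8 fruiting bodies was pooled for each replicate. Per the labels' protocols, strand-specific libraries were made from poly(A) RNA and sequenced from 2 ends of 150 bases, with a target of 40 M (mega) reads per sample. The aligner and the read counter are not given in the sources used here. For the reference, the name of the deposited log2 FPKM table carries the label PleosPC15, and no assembly or annotation version is given.

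The authors deposited a table per library with expected counts (estimated, in part fractional) for each of 12329 genes: 95.2% of the values above 0 were whole numbers within a tolerance of 0.000001, and the rest were fractions. The counting step that gave fractions is not given in the sources used here; a gene with fractional counts may share reads with a similar or overlapping gene. Counts were rounded to whole numbers before testing. Every entry named a gene. The authors also deposited 1 table of the whole series with log2 values, whose name calls them FPKM, that lists 10755 of these genes. Its values were negative in part, down to -8.87, so they were read as log2 of FPKM and turned back to FPKM where that unit was needed; the choice of tests had assumed linear FPKM. For genes with over 500 counts in every library, the differences of the deposited log2 values between libraries equalled log2 count ratios plus 1 constant per library, and these constants were within 0.00733 of the TMM factors computed here.

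Genes were named by the numbers the files give them. The reference gene list used here has 11849 entries for another assembly, and 0 of the file identifiers matched any of its names, so no gene symbols, products, positions or gene families are reported; gene family tests and gene age were not analysed here.

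Groups were taken from the sample titles: 11 groups, 10 of them with 3 libraries and the dedifferentiated cap with 2. The titles number those 2 libraries 1 and 2, while their descriptions carry the numbers 2 and 3; the title numbers are used. The protocol texts speak of different numbers of tissue types in their sampling and extraction parts, and the group labels were used as given. None of the 31 pairs of replicates held identical values, and the lowest chi-square per degree of freedom over genes within a pair was 19.6, so every library was counted as its own replicate.

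The summed counts per library ran from 13.5 to 25.9 M (13544462 to 25873833 counts), where M stands for mega. CPM below is the count of a gene per mega of TMM-scaled total counts. Tests used edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr with the groups (10814 of 12329 genes, holding at least 99.996% of the counts of each library), scaled by TMM and fitted with a mean per group over all 32 libraries (21 residual degrees of freedom, robust quasi-likelihood). The common biological coefficient of variation was 0.374. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Adjusted p-values in the text come from this test unless another is named, and n is 3 per group except 2 for the dedifferentiated cap.

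The 13 comparisons were stage 1 primordia against mycelium, 6 later stage steps with cap and stipe apart, 3 of cap against stipe within a stage, and 3 of mature tissues against mature cap. Further tests were an F test over all 11 groups and over the 10 fruiting groups, with at least a 4-fold range of group means, interaction tests of the cap-stipe difference between successive stages at an adjusted p under 0.05 with no fold threshold, and lists of genes at least 4-fold above every other group. Genes higher in mycelium than in stage 1 primordia were tested as a set in mature tissues with limma 3.58.1 (camera with a preset correlation of 0.01, and fry) and against 10000 random lists matched on mean expression. Genes are named by a rule set in advance: 2 genes that rose and 2 that fell in stage 1 primordia against mycelium, and 1 each way in the cap-stipe and mature-tissue comparisons, with the largest change among called genes with a mean count of at least 10 in both groups and no overlap between the libraries of the groups. Any gene named outside that rule is said to be so.

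Alternatives were DESeq2 1.42.0 size factors within edgeR, library size alone, no low-count filter, only the compared groups in the fit, the DESeq2 test, limma on log2(FPKM + 1), other fold thresholds, the replicate number as a covariate, and leaving out each library in turn; all of these were chosen before the data were examined. A surrogate variable from sva 3.50.0 and a fit without 2 libraries at once were added after seeing the data. In edgeR's TMM scaling the median log2 change of all tested genes was -0.14 for stage 1 primordia against mycelium and 0.10 for mature against young stipe, and within 0.10 of 0 elsewhere.

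The tests were run on simulated counts with 1 mean per gene over all groups, the fitted dispersions and the real library sizes, in which 200 genes were changed 4-fold or 8-fold in 1 group. For stage 1 primordia against mycelium (10761 genes in the simulation), the fit over all libraries recovered 172 of 200 changed genes with 9 false calls, and DESeq2 184 with 31 false calls. For the dedifferentiated against the mature cap (10752 genes), the counts were 152 with 5 false calls and 170 with 27 false calls. The interaction test between mature and young stages recovered 126 of 200 with 7 false calls over 10760 genes. The single-group list of mature cap recovered 39 of 90 raised genes with 0 false calls. In camera, the 90 genes raised in the simulation passed as a set and 200 random genes did not.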

Results

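RNA sequencing counts were compared between vegetative mycelium and 10 groups of fruiting tissue of Pleurotus ostreatus. Stage 1 primordia, the first visible fruiting stage here, were sampled whole. Stage 3 primordia and young fruiting bodies were each divided into cap and stipe. Mature fruiting bodies gave cap, stipe, lamellae (the spore-bearing gills), skin of the cap and a group the labels call dedifferentiated cap. Each group had 3 libraries except the dedifferentiated cap, which had 2. Total counts ran from 13.8 to 17.3 M in mycelium, 18.7 to 22.9 M in stage 1 primordia, 22.02 to 25.9 M in stage 3 caps, 20.3 to 24.8 M in stage 3 stipes, 21.8 to 22.96 M in young caps and 19.9 to 23.6 M in young stipes. In mature tissue they ran from 14.3 to 20.4 M in caps, 13.95 to 15.4 M in stipes, 14.9 to 22.8 M in lamellae, 13.5 to 19.6 M in skin and 19.5 to 20.99 M in the dedifferentiated cap. Mature tissues and mycelium thus had lower totals than primordia and young bodies in most libraries. Of 12329 genes, 1017 had a count of 0 in all 32 libraries. The 10 most abundant genes held from 4.25% of the counts in young cap replicate 2 to 20.9% in mycelium replicate 2.

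Replicates were more alike than libraries of different groups. The median Spearman correlation across genes was 0.967 within groups and 0.843 between groups, and 26 of 32 libraries had their nearest library in their own group. The exceptions were stage 1 primordia replicate 3, stage 3 cap replicate 3, stage 3 stipe replicates 1 and 3, young cap replicate 3 and young stipe replicate 2, each nearest to a library of another primordium or young group. The lowest correlation between replicates was 0.837, between stage 3 stipe replicates 2 and 3, and the lowest in mycelium was 0.857. On the first principal component, with 34.3% of the variance, the mycelium lay at -141.5 to -109.3 and the primordia and young tissues at 39.2 to 80.0. Stage 3 stipe replicate 3 lay at -111.5 on component 4 (8.61% of the variance) and had a TMM factor of 0.690, the lowest of the 32 libraries.

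**Figure D1:**
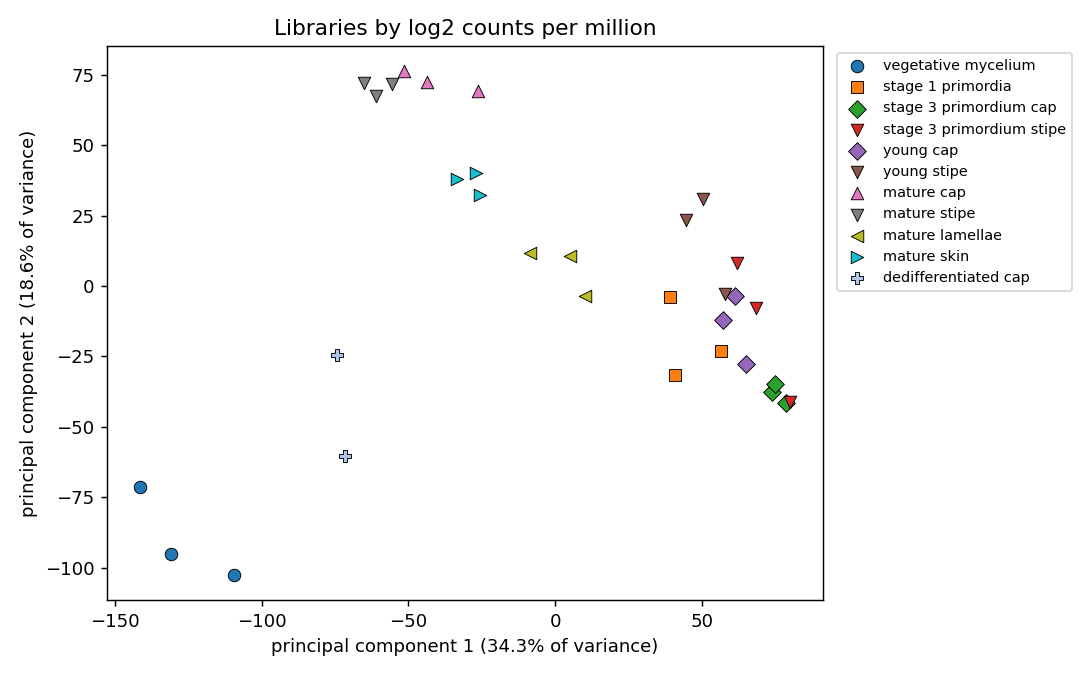
Each point is a library placed by principal components 1 and 2 of log2 CPM, with 34.3% and 18.6% of the variance. The 3 mycelium libraries sit at the far left, and primordia and young tissues sit to the right of all mature tissues.

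The start of fruiting was addressed by comparing stage 1 primordia with mycelium. Of 10814 genes tested, 5104 differed (2087 higher and 3017 lower in primordia). The alternative that moved this count most was a 4-fold threshold, which left 2417 genes. Changes are relative to the TMM scaling, under which the median of all genes was -0.14 here, against 0.05 under library size alone (a shift of 0.19, with 2520 genes higher and 2658 lower).

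Later stage steps were compared within cap and stipe. Stage 3 caps differed from stage 1 primordia in 517 genes (176 higher, 341 lower), a count that was 297 without stage 1 replicate 1 and 246 without stage 3 cap replicate 2. Stage 3 stipes differed from stage 1 primordia in 235 genes (47 higher, 188 lower), and this count rested on single libraries. It was 59 without stage 1 replicate 1, 149 without stage 1 replicate 2, 458 without stage 3 stipe replicate 1, 724 without replicate 2 and 97 without replicate 3. Its direction changed as well, with 270 higher and 188 lower without stage 3 stipe replicate 1, 493 and 231 without replicate 2, and 0 and 97 without replicate 3. With library size alone, which moved the median of all genes by -0.16, the split was 23 higher and 252 lower, and the DESeq2 test gave 271 higher and 270 lower.

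From stage 3 to the young fruiting body, 27 genes differed in caps (21 higher, 6 lower). That count was 5 without stage 3 cap replicate 1, 12 without replicate 2, 9 without young cap replicate 1 and 14 without young cap replicate 2. Without stage 3 cap replicate 2 the split was 6 higher and 6 lower. In stipes 28 genes differed (19 higher, 9 lower). Leaving out stage 3 stipe replicate 1 gave 549 genes (67 higher, 482 lower) and leaving out replicate 2 gave 890 (80 higher, 810 lower), whereas leaving out young stipe replicate 1, 2 or 3 gave 7, 14 or 16. The split of the stipe count was 36 higher and 7 lower with library size alone (a shift of 0.17 in the median of all genes), and 91 higher and 278 lower with the DESeq2 test, so neither its size nor its direction held across tools and libraries.

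From the young to the mature fruiting body, 3881 genes differed in caps (2056 higher, 1825 lower) and 3693 in stipes (2245 higher, 1448 lower). Library size alone moved the median of all genes by -0.27 in caps and -0.36 in stipes, and the splits became 1487 higher and 2524 lower in caps and 1592 higher and 2336 lower in stipes. With DESeq2 size factors the caps had 1936 higher and 1960 lower, and with the DESeq2 test 2024 and 2054. In stipes more genes stayed higher with DESeq2 size factors (2040 higher, 1643 lower) and with the DESeq2 test (2149 and 1774). Which direction held more genes therefore depended on the scaling. Among these settings, that of the stipes changed only with library size alone.

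**Figure D2:**
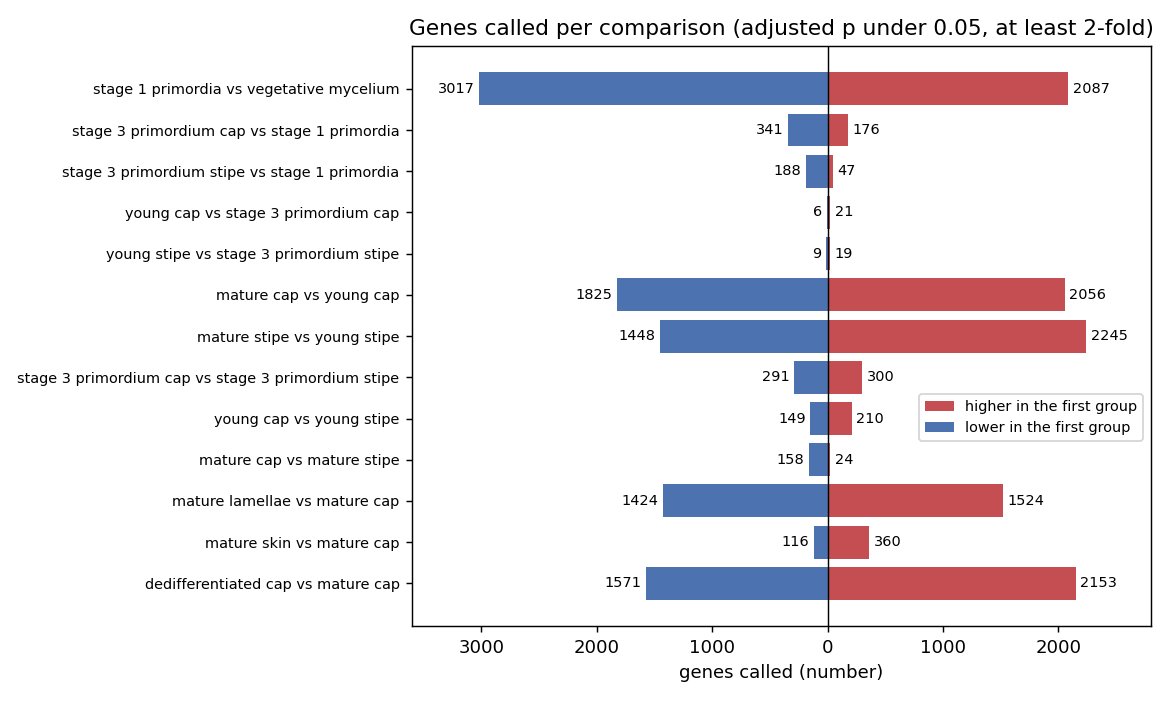
Bars give the number of genes called in each of the 13 comparisons (edgeR, TMM scaling), to the right for genes higher in the first group and to the left for genes lower in it. The most genes in both directions together were called for stage 1 primordia against mycelium (5104), and the fewest for the step from stage 3 to young caps (27); with library size alone the larger side changed for both young-to-mature steps.

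For the genes named by the rule, every library of the higher group was above every library of the lower group. In stage 1 primordia against mycelium, gene 12193 rose by 9.87 ± 0.92 log2 units (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.68e-09), from 23.8 ± 28.0 to 22096 ± 937 CPM (mean ± SD, n = 3 and 3). Gene 1784 had a log2 fold change of 10.65 ± 1.76 (edgeR, Benjamini-Hochberg adjusted p = 1.56e-05), from 4.99 ± 6.42 to 7881 ± 3726 CPM. Gene 5903 fell by 12.90 ± 1.28 log2 units (edgeR, Benjamini-Hochberg adjusted p = 9.34e-09), from 13254 ± 7930 CPM in mycelium to 1.73 ± 0.300 in primordia. Gene 1599 fell by 12.82 ± 1.43 (edgeR, Benjamini-Hochberg adjusted p = 6.14e-08), from 4296 ± 2328 to 0.617 ± 0.859 CPM.

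Cap and stipe were compared within each stage to find genes that set these tissues apart. They differed in 591 genes in stage 3 primordia (300 higher in cap, 291 higher in stipe), in 359 genes in young bodies (210 and 149) and in 182 genes in mature bodies (24 and 158). The stage 3 count was 385 without cap replicate 1 and 314 without cap replicate 2, and its split was 439 higher in cap and 189 higher in stipe with library size alone (a shift of 0.16), and 394 and 412 with the DESeq2 test. Without stage 3 stipe replicate 1 it was 233 and 341, and without replicate 2 it was 249 and 418. The young count was 236 without cap replicate 1 and 212 without stipe replicate 1. The mature count was 59 without cap replicate 1, 76 without cap replicate 3, 53 without stipe replicate 1 and 82 without stipe replicate 2. Library size alone moved its median of all genes by 0.12 and gave 23 genes higher in cap and 112 higher in stipe. With only the 2 compared groups in each fit, the counts were 57 in stage 3, 360 in young and 354 in mature bodies. The order of the stages by number of genes therefore depended on the fit.

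In stage 3 primordia, gene 3282 was higher in cap by 5.08 ± 0.56 log2 units (edgeR, Benjamini-Hochberg adjusted p = 2.19e-06), at 58.8 ± 19.3 against 1.74 ± 0.544 CPM. Gene 12017 had a cap-stipe log2 fold change of -5.06 ± 0.69 (edgeR, Benjamini-Hochberg adjusted p = 3.93e-05), at 4.56 ± 0.372 in cap against 152 ± 160 in stipe. It was -3.74 without stage 3 stipe replicate 3, and with only these 2 groups in the fit the adjusted p in edgeR (Benjamini-Hochberg) was 0.0728. In young bodies, gene 9420 was higher in cap by 7.16 ± 0.78 (edgeR, Benjamini-Hochberg adjusted p = 2.73e-06), at 744 ± 471 against 5.21 ± 2.22 CPM. Gene 1784 was lower in young cap, with a log2 fold change of -7.24 ± 1.53 (edgeR, Benjamini-Hochberg adjusted p = 0.00457), at 20.2 ± 26.8 against 3047 ± 1674 CPM. In mature bodies, gene 7413 was higher in cap by 5.25 ± 1.08 (edgeR, Benjamini-Hochberg adjusted p = 0.00885), at 77.2 ± 52.5 against 2.02 ± 1.34 CPM. Its counts were fractions in 17 of 32 libraries, and its adjusted p in edgeR (Benjamini-Hochberg) was 0.0871 without stipe replicate 1 and 0.0703 without stipe replicate 2. Gene 1784 had a log2 fold change of -5.92 ± 1.47 in mature cap against stipe (edgeR, Benjamini-Hochberg adjusted p = 0.0337). It rested on mature stipe replicate 3 with 238 CPM, beside 5.17 and 8.09 in the other stipe replicates and 1.38 ± 0.112 in cap. Without that replicate the change was -2.26 (edgeR, Benjamini-Hochberg adjusted p = 0.385), and without mature cap replicates 1, 2 or 3 the adjusted p was 0.19, 0.106 or 0.151.

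The cap-stipe difference was compared between stages by interaction tests, which ask for a change of the difference itself. Between stage 3 and young bodies, edgeR called 0 genes, 558 genes had an unadjusted p under 0.05, and DESeq2 also called 0. Between young and mature bodies edgeR called 253 genes, 42 with a larger and 211 with a smaller cap-minus-stipe value in mature bodies. Leaving out 1 library took this total of 253 to 120 or 123 (mature cap replicate 1 or 3), 100 or 107 (mature stipe replicate 1 or 2), 159 or 135 (young cap replicate 1 or 3) and 92 or 128 (young stipe replicate 1 or 3). Of the genes higher in stage 3 cap, 145 were also higher in young cap, against 5.83 expected by chance, and of those higher in stage 3 stipe 95 were also higher in young stipe, against 4.01. Between young and mature bodies the shared genes were 5 in cap (0.466 expected) and 15 in stipe (2.18 expected), while 4 genes higher in young cap were called higher in mature stipe. Between stage 3 and mature bodies they were 4 in cap (0.666 expected) and 9 in stipe (4.25 expected), while 10 genes higher in stage 3 cap were called higher in mature stipe. No library is shared between stages, and genes are not independent, so these overlaps are descriptive. Across genes, the cap-stipe log2 fold changes of stage 3 and young bodies had a Pearson correlation of 0.598 and a Spearman correlation of 0.425, and 0.763 and 0.757 without stage 3 stipe replicate 3, but 0.444 and 0.225 without stage 3 stipe replicate 2. Those of young and mature bodies had correlations of -0.010 and -0.082, which turned to 0.11 and 0.084 without young cap replicate 3. In all 3 stages, 11 genes differed in the same direction; the count was 2 without mature cap replicate 1, 5 without mature cap replicate 3 or mature stipe replicate 1, 6 without mature stipe replicate 2 or 3, and 7 without stage 3 cap replicate 2.

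**Figure D3:**
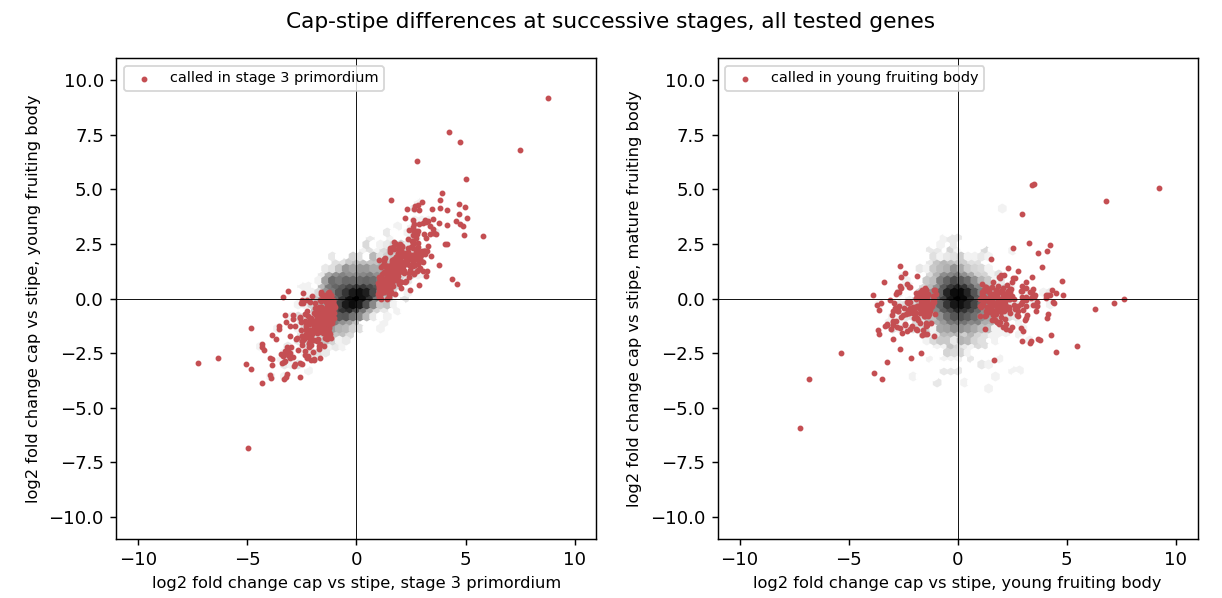
Log2 fold change of cap against stipe for all tested genes, at stage 3 against young (left) and young against mature (right), with genes called at the earlier stage in red and density of all genes in grey. The Pearson correlation across genes is 0.598 at left and -0.010 at right.

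Mature tissues were each compared with mature cap, so the 3 comparisons share the cap libraries. Lamellae differed in 2948 genes (1524 higher, 1424 lower), and with library size alone, which moved the median of all genes by 0.27, in 2172 higher and 952 lower. Without mature cap replicate 1 there were 1320 higher and 1429 lower. Skin differed in 476 genes (360 higher, 116 lower); the count was 300 without mature cap replicate 3 and 317 without skin replicate 3, and with library size alone (a shift of 0.24) 520 were higher and 52 lower. The dedifferentiated cap differed in 3724 genes (2153 higher, 1571 lower) with 2 libraries, and in 2365 without its replicate 2, a fit in which the lone library was assumed to vary like the other groups. With library size alone (a shift of 0.17) 2542 genes were higher and 1244 lower.

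Gene 4207 was higher in lamellae than in cap by 9.15 ± 1.26 log2 units (edgeR, Benjamini-Hochberg adjusted p = 3.45e-06), at 1276 ± 448 against 2.24 ± 1.90 CPM. Gene 7202 was lower in lamellae by a log2 fold change of -8.10 ± 0.91 (edgeR, Benjamini-Hochberg adjusted p = 1.9e-07) and in the dedifferentiated cap by -9.0 ± 1.14 (adjusted p = 9.65e-07). Its mean was 9489 CPM in cap, 34.5 ± 12.3 in lamellae and 18.5 ± 14.1 in the dedifferentiated cap (n = 2), and its counts were fractions in 9 of 32 libraries. Gene 7539 was higher in skin by 11.03 ± 1.48 (edgeR, Benjamini-Hochberg adjusted p = 1.75e-05), at 8705 ± 5207 against 4.16 ± 2.08 CPM. Gene 6771 was lower in skin by -5.14 ± 0.38 (edgeR, Benjamini-Hochberg adjusted p = 1.95e-09), at 8.82 ± 1.098 against 312 ± 143 CPM. Gene 1589 was higher in the dedifferentiated cap by 8.62 ± 1.13 (edgeR, Benjamini-Hochberg adjusted p = 1.42e-06), but its libraries held 711 and 20.1 CPM, against 0.900 ± 0.961 in cap, and the change was 4.51 without dedifferentiated cap replicate 1.

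**Figure D4:**
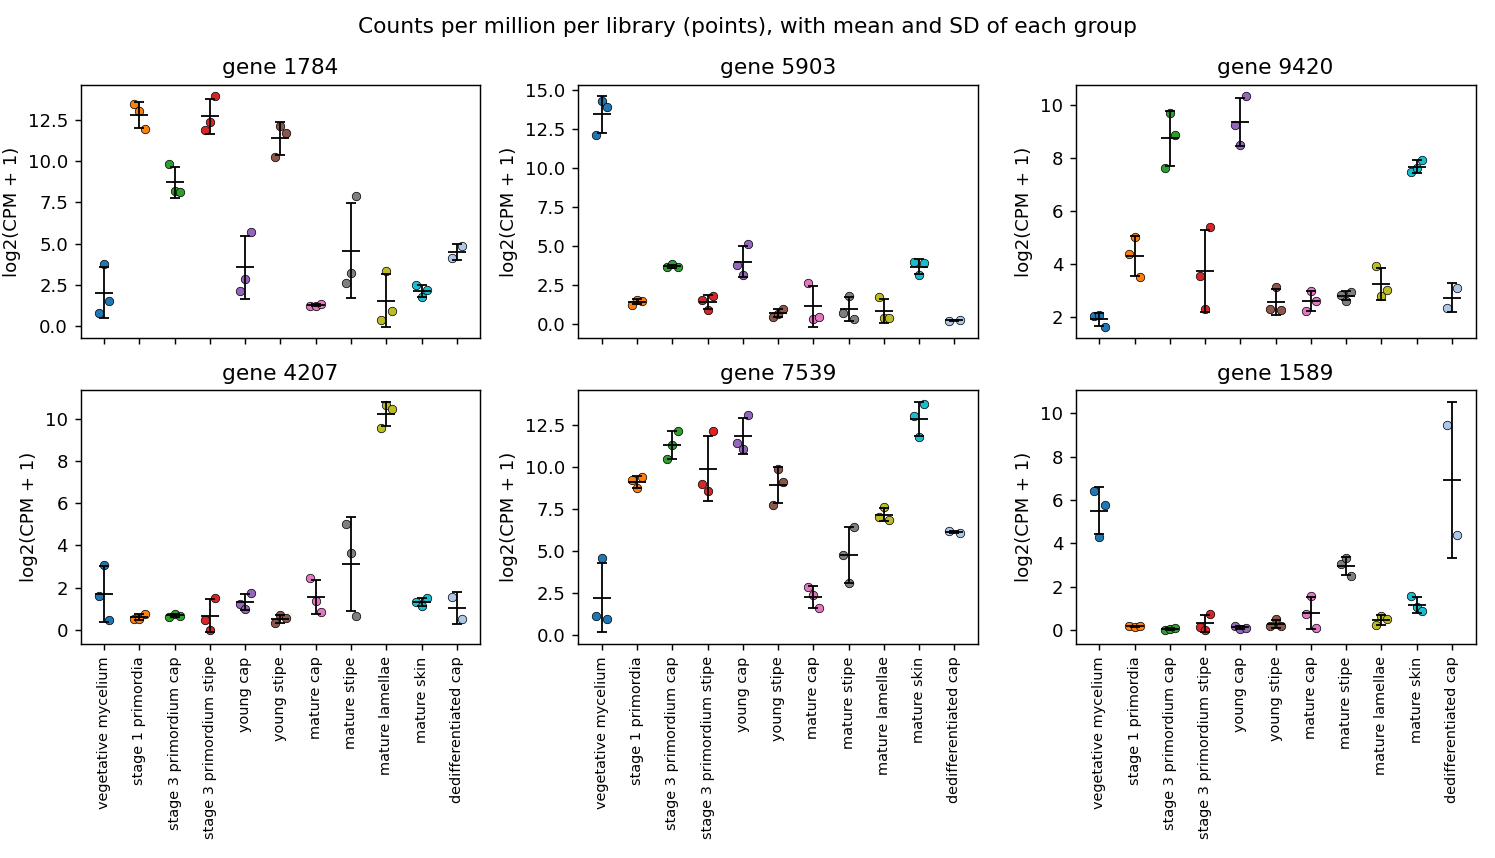
Points give log2(CPM + 1) in each library for 6 of the named genes, with the mean and SD of each group as bars. Gene 5903 is highest in mycelium, gene 4207 in lamellae and gene 7539 in skin, and the 2 dedifferentiated cap libraries differ for gene 1589 (711 and 20.1 CPM).

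Whether mature tissues shift toward mycelium was addressed with the 3017 genes higher in mycelium than in stage 1 primordia. In the dedifferentiated cap against cap their median log2 fold change was 0.47 and their mean 0.64, against a median of -0.12 for the other genes, and 60.6% were higher. The median lay above all 10000 random lists matched on expression, which ran from -0.12 to 0.02. The medians of lamellae and skin below also lay outside all of their random lists (0.12 to 0.23 and 0.0043 to 0.0561), so this comparison, which treats genes as independent, was passed by each of the 3 tissues. In the dedifferentiated cap the median was 0.47 also with genes at 0 in a group set to their bound. Camera with a preset correlation gave a Benjamini-Hochberg adjusted p of 0.000229 and fry 0.000185, but with the estimated correlation of 0.0521 between genes the adjusted p was 0.276. In lamellae the median was -0.26 and the mean -0.12, with an adjusted p of 0.0111 from camera, 0.134 from fry and 0.368 with the estimated correlation, and 0.0666 from camera without mature cap replicate 3, where the median was -0.18. In skin the median was -0.04 and the mean 0.10, which differ in sign, with an adjusted p of 0.994 from camera and 0.591 from fry; the median turned positive without mature cap replicate 2 (0.0022) or 3 (0.05). With library size alone the set medians became 0.02 in lamellae and 0.22 in skin, but the median of all genes became 0.28 and 0.23, so the sets stayed below it as under TMM; camera, which compares the set with the other genes, then still gave an adjusted p of 0.0088 in lamellae. Of the 3 tissues, the dedifferentiated cap alone passed under both camera and fry, and none passed with the estimated correlation.

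**Figure D5:**
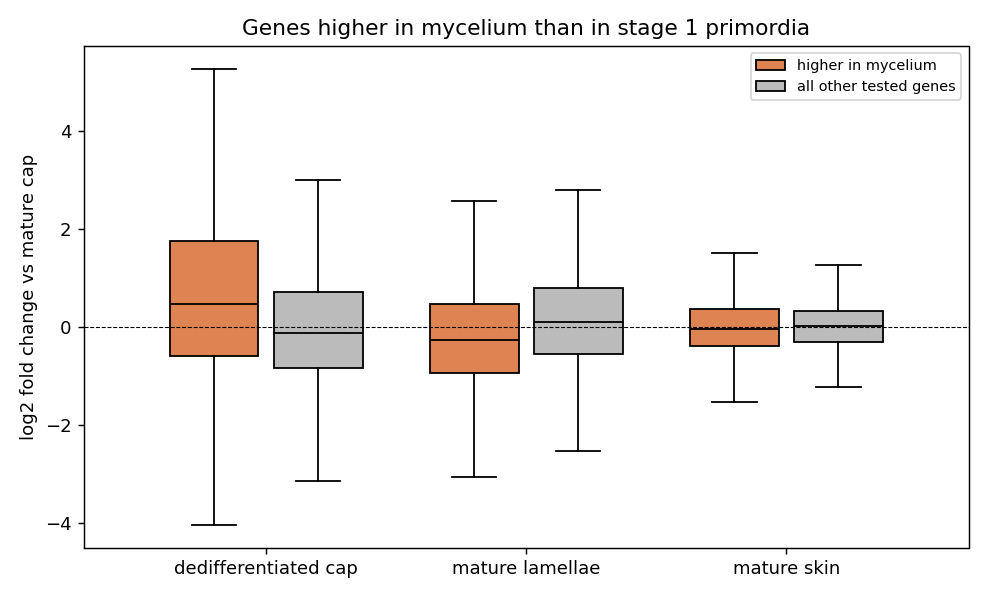
Boxes give the quartiles and median of log2 fold changes against mature cap for the 3017 genes higher in mycelium than in stage 1 primordia and for the other tested genes, with whiskers to the last value within 1.5 interquartile ranges. The median of the listed genes is 0.47 in the dedifferentiated cap, -0.26 in lamellae and -0.04 in skin under TMM scaling, and 0.02 in lamellae and 0.22 in skin with library size alone.

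Over all 11 groups, 6508 of 10814 genes (60.2%) differed with at least a 4-fold range of group means, and 5427 (50.2%) did over the 10 fruiting groups. Genes at least 4-fold above every other group numbered 354 in mycelium, 203 in lamellae, 154 in the dedifferentiated cap, 12 in mature stipe, 8 in skin and 2 in stage 1 primordia. In mature cap, stage 3 cap and stipe, and young cap and stipe edgeR listed 0 genes, and 0 at an unadjusted p under 0.05; no other tool was run on these lists. On simulated counts the list for mature cap recovered 39 of 90 raised genes, so an empty list does not exclude such genes. The mature stipe list held 4, 7 or 19 genes without stipe replicates 1, 2 or 3, the stage 1 list 1 gene without replicate 1, the mature cap list 1 gene without cap replicate 2, and the stage 3 stipe list 1 gene without stipe replicate 1 or 2. Mean FPKM of at least 1 was reached by the fewest genes in young stipe, 9788 (SD between libraries 102), and by the most in mycelium, 10223 (SD 27.3). These detection counts use the authors' table, whose per-gene scale had a rank correlation of -0.003 with expression; in CPM the same groups had 9851 and 10289 genes. The ranking depended on the measure: at 0.1 FPKM mature cap had the fewest genes and lamellae the most, and stage 3 stipe had the fewest with 1 FPKM in every replicate and the lowest mean over single libraries (9712.7 against 9752.7 in young stipe).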

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

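Among the tests below, those of a shared direction of variation, of separately sampled skin and lamellae, of stipe tissue in the mature cap and of the interaction of gene 7539 were chosen only after the result was seen; the values under other scalings and without single libraries were set in advance, but their use as tests of this pattern was not. The prediction for stipe tissue was reworded after its value was known.

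The cap-stipe difference changed between young and mature fruiting bodies in 253 genes (interaction test in edgeR, Benjamini-Hochberg adjusted p under 0.05), 211 of them with a smaller cap-minus-stipe value in mature bodies. Splits of the samples do not decide on chance. Of 100 drawn splits of the 12 libraries, the real split included, 5 gave at least as many genes as the 439 of the 4-group fit. The drawn splits mix stages and tissues in a group, so a difference between stages can be counted as an interaction. Depth differed between the stages, but with the libraries thinned to at most 13.95 M counts, the lowest total of the 12, the test called 245 genes, which argues against depth as the whole cause. The other scalings gave at least 247 genes, and 1 surrogate variable in the fit, which stands for a direction of variation shared between groups, gave 272. No single library accounts for all of it: the fewest genes were called without young stipe replicate 1, 92, of which 91 were among the 253, and 77 genes were called in every fit without 1 of the 12. Yet 8 of the libraries each moved the count by more than 1.5 times: it was 120 and 123 without mature cap replicates 1 and 3, 100 and 107 without mature stipe replicates 1 and 2, 159 and 135 without young cap replicates 1 and 3, and 128 without young stipe replicate 3.

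A candidate explanation lies in the sampling: skin and lamellae were taken apart from the cap in mature bodies, and young caps may have included them. The 210 genes higher in young cap than in young stipe had a median log2 fold change of 1.14 in mature skin against mature cap, above all matched random lists (-0.16 to 0.15), with 197 of them higher and 82 called higher. Their set test passed under camera (Benjamini-Hochberg adjusted p = 5.2e-56), fry (6.6e-09) and with an estimated correlation (3.52e-05). In lamellae their median was 0.45 and in the dedifferentiated cap 0.97, which passed under camera and fry (0.00676 and 0.00209 in lamellae) but not with the estimated correlation (0.423 and 0.3). Stipe tissue in the mature cap samples stays open: the same genes had a median of -0.07 in mature cap against mature stipe, within the range of matched random lists (-0.19 to 0.14). A mixture would bring their young median of 2.14 toward 0, though not below it, and a change with the stage would do so as well, so these cannot be told apart by a median near 0. Genes 3282 and 7539 were below mature stipe in each mature cap library, which a mixture alone would not give for genes higher in cap. The 149 genes higher in young stipe than in young cap had medians of 3.76 to 3.89 log2 CPM in young caps. Mature libraries lay above: 4.15 to 4.42 in lamellae, 5.36 to 5.61 in skin and 6.02 to 6.41 in caps. A mixture of these tissues at mature levels would not give the young cap level. For these genes, that argues against the sampling as the whole cause. They were chosen for a low young cap level, and skin and lamellae lay nearer to it than mature caps. A developmental change of cap tissue itself is also open and was not tested apart from the sampling. Gene length, GC content and gene positions were not analysed here.

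Of the 13 genes named by the rule, 3 had a cap-stipe difference that changed between young and mature bodies in the same interaction test. Gene 3282 changed by -5.54 log2 units (edgeR, Benjamini-Hochberg adjusted p = 8.39e-05): its cap-stipe value was 5.08 at stage 3, 3.68 in young and -1.85 in mature bodies. It held 16.6 to 22.02 CPM in young caps, 1.69 to 3.08 in mature caps and 7.34 to 16.7 in mature skin. Gene 9420 changed by -7.35 (edgeR, Benjamini-Hochberg adjusted p = 8.39e-05), with values of 4.76, 7.16 and -0.19. It held 360, 604 and 1269 CPM in young caps, 3.65 to 6.99 in mature caps and 174, 196 and 241 in mature skin. Gene 7539 changed by -6.21 (edgeR, Benjamini-Hochberg adjusted p = 0.0249), with values of 0.66, 2.98 and -3.24. It held 2150.7 to 8800.6 CPM in young caps, 2.01 to 6.15 in mature caps and 3535 to 13949 in mature skin. Genes 3282 and 9420 were thus higher in mature skin than in mature cap, as were 197 of the 210 genes with the median of 1.14; gene 7539 was named for its rise in skin, so its level there does not bear on the sampling. Skin at its mature level would not by itself give the young cap level of gene 9420, which was above that of skin in each library, and for gene 3282 2 of 3 young caps lay above all skin libraries. Gene 3282 also held 0.83 to 2.17 CPM in young stipes and 5.31 to 9.47 in mature stipes. That rise lies outside the caps, so the sampling of caps would not give this part of its change. The other genes showed no such rise: young and mature stipes held 3.86 to 7.78 and 5.18 to 6.72 CPM for gene 9420. For gene 7539 they held 216 to 960 and 7.53 to 84.5 CPM. A change with the stage therefore stays open beside the sampling for each of the 3. Alternatives were not run for these interaction values. Genes 3282 and 9420 had no fractional count in any of the 32 libraries and gene 7539 had 1, so reads shared with similar genes left little trace in their counts.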

How the results depend on the processing

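The surrogate variable and the fit without stage 3 stipe replicate 3 and young cap replicate 3 together were chosen only after the results were seen. For 51 results, 661 alternative values were computed: 547 held, 95 moved, 14 fell short of the threshold and 5 changed sign. Gene and set values held when they kept their direction and side of the threshold, counts when their total stayed within 1.5 times whichever direction held more genes, and numbers of detected genes when they stayed within the SD between libraries. The larger direction changed within held totals for mature against young cap and stipe, stage 3 cap against stipe and lamellae, under settings named with those counts. Leaving out the low-count filter or the fold threshold moved none of the 29 and 14 results tried by these measures. Among the 16 named gene results, 165 of 174 values held, 9 fell short of the threshold and 0 changed sign.

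A 4-fold threshold lowers counts by its construction. It gave 2417 genes for stage 1 against mycelium, 214 and 70 for stage 3 cap and stipe against stage 1, 14 and 12 for young against stage 3 cap and stipe, and 1381 and 1344 for mature against young cap and stipe. For cap against stipe it gave 245, 186 and 77 at the 3 stages, for lamellae 1156, for skin 260, for the dedifferentiated cap 1793, and for genes shared by the 3 stages 5. A 2-fold range gave 8183 genes over the 10 fruiting groups, and 2-fold single-group lists held 692 genes in mycelium, 486 in the dedifferentiated cap, 39 in mature stipe, 27 in skin and 1 in mature cap.

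For the other alternatives the cause was not tested. The DESeq2 test gave 541 genes for stage 3 stipe against stage 1, 100 for young against stage 3 cap, 369 for young against stage 3 stipe, 323 for mature cap against stipe, 453 for the interaction between young and mature bodies and 27 shared genes; on simulated data it also made more false calls than edgeR. With only the compared groups in the fit, and so fewer libraries, edgeR counts moved both ways. It called 0 genes for stage 3 stipe against stage 1 (562 at an unadjusted p under 0.05). It also called 0 for young against stage 3 cap (898) and 0 for young against stage 3 stipe (464), beside the DESeq2 counts above. Stage 3 cap against stipe had 57, but mature cap against stipe had 354, skin 770 and the interaction 439. The fit over all libraries shares an estimate of the spread per gene between groups, whose spread differed. The SD over genes of a library's deviation from its group mean was 0.509 to 1.047 in stage 3 stipes and 0.22 to 0.33 in mature stipes. Limma on the authors' FPKM gave 48 genes for young against stage 3 cap; its values carry the per-gene scale of that table. The surrogate variable gave 70 for young against stage 3 cap and 52 for young against stage 3 stipe.

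Library size alone gave 43 genes for young against stage 3 stipe and turned the mycelium-high set to 0.02 in lamellae and 0.22 in skin, where it put the median of all genes at 0.28 and 0.23. Both it and DESeq2 size factors gave 1 gene for stage 1 primordia alone. With a set defined against young stipe, the median was -0.17 in lamellae (adjusted p from camera 0.173) and 0.02 in skin, and with a 4-fold set -0.27 in lamellae (0.0677). The estimated correlation left the medians at 0.47 and -0.26 and took the adjusted p to 0.276 and 0.368. Detected genes, fewest and most, were 10667 (mature cap) and 10718 (lamellae) at 0.1 FPKM, 8129 (young stipe) and 9012 (mycelium) at 5 FPKM, and 9244 (stage 3 stipe) and 9835 (mycelium) with 1 FPKM in every replicate; in CPM the most was 10289 (mycelium).

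Leaving out each library in turn gave 246 to 576 genes for stage 3 cap and 59 to 724 for stage 3 stipe against stage 1, 5 to 40 and 7 to 890 for young against stage 3 cap and stipe, and 314 to 733, 212 to 359 and 53 to 224 for cap against stipe at the 3 stages. The ranges were 300 to 386 for skin, 2365 to 3478 for the dedifferentiated cap, 92 to 269 for the interaction and 2 to 13 for shared genes. The mycelium-high set ranged from -0.37 to -0.18 in lamellae and from -0.14 to 0.05 in skin, where it was 0.0022 without mature cap replicate 2 and 0.05 without replicate 3. Single-group lists ranged from 0 to 1 in mature cap, 4 to 19 in mature stipe, 1 to 2 in stage 1 and 0 to 1 in stage 3 stipe, and the most genes detected from 10145 to 10229.

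By the rule used, replicate numbers were not taken to pair the libraries: in 12 comparisons, 0 had all 3 pairs of deviations correlated above 0.1 (-0.667 to 0.692, median -0.01). The rule does not exclude a pairing of some libraries. The correlations were 0.669, -0.11 and 0.597 in stage 3 cap against stipe, and 0.671, 0.692 and -0.138 in lamellae against cap. With the replicate number as a block all 15 counts stayed within 1.5 times, and gene 1784 in mature cap against stipe had -5.44 (edgeR, Benjamini-Hochberg adjusted p = 0.0607, against 0.0337 without the block and up to 0.385 over its alternatives).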

Other observations

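All tests on the authors' FPKM table below were chosen only after the result was seen, as were those on stage 3 stipe replicate 3 other than the one for cap tissue mixed in, and the one for mycelium mixed into the dedifferentiated cap; the counts of splits were not. The other scalings and random lists for the dedifferentiated cap were set in advance, but their use as tests of that pattern was not. For depth and abundant genes, a first form asked whether the correlation of stage 3 stipe replicate 3 with its replicates stayed below that of every other group. Neither was excluded by it, with 0.867 after thinning and 0.863 without abundant genes against 0.857 in mycelium, and both tests were then replaced by the forms given here, although the first form for depth had been predicted beforehand. The test on multiples of 3 was likewise changed after a first form gave 49.3%.

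Stage 3 stipe replicate 3 lay far from its replicates. A wrong label as cap tissue is argued against by stipe genes: of 74 genes 4-fold higher in young stipe than young cap, 82.4% (61) lay nearer the level of the other stage 3 stipes than of the caps. Their median was 5.83 log2 CPM, beside 5.92 in those stipes and 3.32 in caps. Of 128 genes 4-fold higher in young cap, 89 also lay nearer the stipe level, but their median of 2.75 was above the 1.95 of the other stipes and below the 4.45 of caps, which some cap tissue would give. Cap tissue mixed in, as the whole cause, is argued against by the 1692 genes that differed 4-fold from the other stipe replicates, of which 82.2% (1390) lay more than 2-fold outside the range of the other stage 3 libraries. Its total of 24.8 M was higher than the 23.3 M or less of its replicates, so a lower raw total is excluded. Its TMM factor was 0.690, beside 1.04 and 1.11 in replicates 1 and 2, so raw totals do not decide on its depth for most genes. Without the 100 most abundant genes its highest correlation with a replicate was 0.863, beside 0.980 between replicates 1 and 2. A rank correlation hardly responds to a few genes, so this does not decide whether abundant genes took most of the counts. The 10 most abundant genes held 9.99% of the counts of this library, beside 8.19% and 6.66% in replicates 1 and 2. That argues against 10 genes taking most of the counts, while larger sets of abundant genes stay open. Its deviation may follow a direction of variation that other groups also show: across 8800 genes it had a correlation of 0.838 with the first within-group component of the 29 other libraries, and of 0.898 with the deviation of young cap replicate 3. What that direction is was not tested, and biological and handling differences between pooled bodies stay open.

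The authors' log2 FPKM table implies a factor per gene, of which 95.3% of 9238 under 3000 rounded to a multiple of 3, against 33.3% by chance. This form set a mean count of at least 50 and a prior count of 0.5, and it argues that the factors are coding lengths. They were unrelated to the counts: the shortest 10% (median 243) had a median mean count of 683 and the longest 10% (median 2955) of 704. A candidate explanation is that the lengths were attached to other genes. The largest absolute rank correlation with any of 36 gene measures was 0.028, which 63 of 1000 shuffles reached. Sorted or shifted orders of the same lengths gave at most 0.039 over 3412 orders. The correlation that correctly placed lengths would give was not measured, so these orders stay open and cannot be told apart from others. Comparisons of a gene between libraries do not use the factor, whereas FPKM levels and detection counts do. No biological explanation was tested.

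That table also leaves out genes abundant in 1 group. Listing followed a count of at least 5 in at least 8 libraries for 12329 of 12329 genes, which is what a filter by the authors would give, and a gene confined to 1 group of 3 cannot pass it. Of the single-group genes 25 were unlisted, 18 of them in mycelium, 4 in lamellae and 3 in the dedifferentiated cap. An example chosen after its values were seen is gene 5909, with counts of 14066, 18970 and 77638.5 in mycelium and at most 20 in any other library.

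The mycelium-high genes were higher in the dedifferentiated cap than in cap. Mycelium like that sampled, mixed into the tissue, is argued against by 152 abundant genes raised in mycelium alone. They gained a median of 0.0585% of their mycelium level. For the 1940 listed genes at least 2-fold above cap in mycelium, 17.7% would be needed, and 148 of the 152 stayed below that. The 152 were chosen as at least 4-fold above every other group, the dedifferentiated cap included, so genes with larger gains were left out beforehand. A gain of 17.7% lies within that limit, so the test could still have come out otherwise. The median was 0.57 with DESeq2 size factors and 0.74 with library size alone. These scalings raised the median of all genes by 0.08 and 0.17, so the higher set medians cannot decide on normalization. The set did stay above the median of all genes, which was 0.08 and 0.16 under them. The expression level of the genes is argued against by random lists that reached at most 0.02. A partial return toward mycelial expression remains a hypothesis, since the shift did not pass with the estimated correlation between genes (adjusted p 0.276) and rests on 2 libraries. Mycelium in another state than that sampled was not tested.

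Splits of the samples limit what can be said about chance. With 3 libraries against 3 there are 10 splits, so the share is never under 0.1 and the splits alone can neither exclude chance nor argue for it. In fits of the compared groups alone, the real split alone (1 of 10) gave as many genes in 9 comparisons: stage 1 against mycelium, stage 3 cap against stage 1, mature against young cap and stipe, cap against stipe at the 3 stages, lamellae and skin. Splits decide nothing where the real split gave 0 genes, since any split gives at least as many. This held, with 10 of 10, for stage 3 stipe against stage 1 and young against stage 3 cap and stipe, where that fit called 0 genes (562, 898 and 464 at an unadjusted p under 0.05; DESeq2 called 541, 100 and 369). For the mycelium-high set, 2 of 10 splits gave a median as far from 0 in lamellae and 8 of 10 in skin. For the genes shared by the 3 stages, the real split alone (1 of 100 drawn splits) gave as many. This does not exclude chance for the 11 genes, since fits of the compared groups shared only 3. The drawn splits also mix cap and stipe in a group, which can by itself leave few genes to share. For genes differing over the 11 groups, the real split alone (1 of 21 drawn splits) gave as many, and the most in another split was 2456. That argues only against all 32 libraries being alike, and 1 of 21 is the smallest share these splits allow. For the 10 fruiting groups (also 1 of 21) the drawn splits put mycelium libraries into fruiting groups, so they decide nothing. Drawn splits decide nothing for the single-group lists of mycelium, lamellae, mature stipe, skin and stage 1 primordia, although 1 of 21 gave as many genes for each. They mix unlike tissues in a group, and no group of 3 libraries in the 20 other splits listed any gene. For the interaction between young and mature bodies (5 of 100) the drawn splits neither exclude chance nor argue for it. They mix stages and tissues in a group, so a difference between stages can be counted as an interaction. For that between stage 3 and young bodies the 100 of 100 splits likewise decide nothing, since edgeR called 0 genes (558 at an unadjusted p under 0.05; DESeq2 0).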
